A study of Mus musculus with 4 samples. Its data were reported in "B3galt5 functions as a PXR target gene and regulates obesity and insulin resistance by maintaining intestinal integrity" (2024).

How the data were processed

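Libraries were made from total RNA of mouse ileum, 2 from vehicle-treated and 2 from PCN-treated mice, with a SMARTER RNA-seq kit per the labels. Groups and replicate numbers were taken from the labels. The values analysed were the FPKM (fragments scaled by transcript length and by the number of mapped fragments) of each transcript as the authors deposited them. The genome build was mm10 per the submitters' processing notes, and the aligner and the program that estimated these FPKM were not given in the sources used here. The study's supplementary methods describe RNA sequencing of colon with a TruSeq kit, alignment with STAR to a pig genome and gene counts from HTSeq. That description conflicts with the tissue, kit and build in the labels and with the FPKM analysed, so it was not taken as the source of these values. The study names a further RNA-seq dataset and shows a volcano plot of colon genes, so the description may belong to other libraries. Transcript identifiers of the TCONS form, as the Cufflinks programs write them, and values near but not at 0 are typical of statistical estimates that divide shared reads between transcripts of a gene, so a value is an estimate and an exact 0 can be a failed one. The deposited table held only protein-coding transcripts, and in every one the larger of both group means was above 1 FPKM (smallest 1.00005), so transcripts low in both groups were not analysed here. FPKM removes read depth, so no counts, counting intervals or detection limits are given. Depth between libraries was estimated from the steps between low values, which are whole multiples of what 1 read is worth. A read was worth 1.34 times as much in PCN replicate 1 and 1.47 times as much in PCN replicate 2 as in vehicle replicate 1. Values shared to every digit with a transcript of another gene in the same library, which few reads can produce, were found for 17.4% of transcripts (32.7% at a mean below 2 FPKM and 4.47% at 10 or more), and part of this can be coincidence. Transcripts listed at 0 made up 3.87%, 6.15%, 5.98% and 7.15% of vehicle replicates 1 and 2 and PCN replicates 1 and 2, and the 10 most abundant genes took 18.9%, 25.1%, 20.9% and 20.1% of FPKM. No value above 0 was identical between libraries.

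FPKM were summed per gene symbol. Genes with a mean of at least 1 FPKM over the 4 libraries were tested with limma (version 3.58.1, R 4.3.3) on log2(FPKM + 1) with a mean-variance trend, without a replicate block, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. The study's methods for this test were not given in the sources used here, and a count model was planned only for the case that the table held counts. The design, the gene lists and the named-gene rule were chosen before the data were examined. Named genes were Nr1i2, B3galt5, Cyp3a11 and Cyp2c55, up to 12 genes per direction past the threshold with both PCN libraries on the same side of both vehicle libraries, up to 4 members of each list past the threshold over all genes, and the 2 most abundant members of each list with none. Of 43 gene lists (pathways, cell types, gut segments, other tissues and the study's heat map genes), 39 had at least 5 tested members and were tested as sets with limma's camera (preset correlation 0.01, repeated with an estimated correlation) and fry, adjusted over the 39 lists. The heat map genes were counted gene by gene only. Of these, at least B3galt5, Cyp3a11, Cyp2c55, Gstm3, S100g, Sptssb, Defb39 and Pard6b were also members of tested lists. The calls and counts of those lists are then not independent of the study's choice. At the preset correlation 11 lists were called, 7 higher and 4 lower, with an estimated correlation 0 were, and none of the 11 calls held. The fit had 2 residual degrees of freedom, and the smallest unadjusted camera p at an estimated correlation was 0.0936 (fibroblast list). A call after adjustment over the 39 lists was therefore hard to reach there. Missing it neither upholds nor refutes a call at the preset correlation. The smallest adjusted p of fry for a shift in one direction was 0.108, and fry found changes in either direction in 21 lists.

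The procedure was tested on simulated data with the means and spread of the 11103 genes. In each of 20 simulations 200 genes were changed. Of genes with a log2 change of 1, 2, 3 and 4, 40.0%, 86.5%, 95.9% and 98.4% were called, and of unchanged genes 0.0759%. The 200 planted changes are far more than the 15 calls in the real data, which makes the adjusted threshold easier to pass. These shares therefore do not give the power in the real data, where Cyp2c55 (log2 fold change 3.64) and Cyp3a11 (3.19) missed the threshold. Simulated lists of 20 genes were called in 0 of 20 cases without a shift. At a log2 shift of 0.3 they were called in 20 cases at the preset and 16 at the estimated correlation. Here a call was an unadjusted camera p under 0.05, and noise was drawn independently for each gene. Members of real lists varied together (estimated correlation 0.634 for smooth muscle and 0.872 for mesenteric fat). The simulation therefore does not give the rate of false calls or the power for such lists. Gene positions were taken from a mouse annotation of the mm10 assembly (GENCODE vM21), in which 99.7% of the reference transcripts named in the table were found ignoring their version and 84.0% with it. Alternatives covered the filter on low values, pseudocounts of 0.1 and 0.5, a fold-change minimum, single transcripts, a replicate block, leaving out each library, 2 other scalings, a robust variance model, leaving out genes with a 0 or of 1 locus, and a smooth muscle score as a covariate. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.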

Results

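Ileum, the last part of the small intestine, was collected from 8-week-old wild-type C57BL/6J mice after 3 intraperitoneal injections at intervals of 8 h, and total RNA was sequenced. One group received vehicle, which the labels name DMSO, and the other 40 mg/kg pregnenolone-16α-carbonitrile (PCN). PCN is a synthetic steroid that activates the mouse pregnane X receptor (PXR, encoded by Nr1i2), a nuclear receptor that senses foreign compounds. The study's supplementary methods give a mixture of DMSO and corn oil as the solvent of PCN. Each group had 2 libraries, so all values below are given with n = 2 per group. The table held 21160 protein-coding transcripts of 11489 genes in FPKM, and 11103 genes with a mean of at least 1 FPKM were tested. FPKM summed to 482986 and 550832 in vehicle replicates 1 and 2, and to 510900 and 481925 in PCN replicates 1 and 2. The number of reads per library was unknown. Steps between low values gave PCN replicates 1 and 2 a depth of 0.745 and 0.681 times that of vehicle replicate 1. These ratios were fixed only up to small whole factors, and no clear ratio was found for vehicle replicate 2. Across the 11103 tested genes the PCN libraries correlated at 0.980 (Pearson, log2 scale of gene sums) and the vehicle libraries at 0.955. Vehicle replicate 1 correlated at 0.977 and 0.976 with the PCN libraries. Genes are not independent replicates in these correlations. The tested genes included 13 alpha-defensin genes of a chromosome 8 locus, listed at 0 in vehicle replicate 1 and both PCN libraries. In vehicle replicate 2 they summed to 70548 FPKM, or 12.8% of its total. Values found in no other library thus enter its total and can lower its correlations, which were not computed without this locus. The median absolute log2 difference was 0.164 between the vehicle libraries and 0.146 between the PCN libraries. It was 0.155 and 0.165 between vehicle replicate 1 and the PCN libraries, and 0.190 and 0.191 for vehicle replicate 2. The labels speak of mice but do not tie each library to its own animal, so the p-values measure the spread between these samples, which may be technical.

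To screen for genes controlled by PXR in the ileum, PCN was compared with vehicle. B3galt5, a beta-1,3-galactosyltransferase, rose from 3.12 ± 0.0402 to 34.8 ± 0.0352 FPKM (mean ± SD, n = 2 per group), with a log2 fold change of 3.12 ± 0.11 (SE). The other genes higher in PCN were the cytochrome P450 gene Cyp2c66, the glutathione transferase gene Gsta1, the beta-defensin gene Defb37, the metallothionein gene Mt2, the small proline-rich protein gene Sprr2a3, the calcium-activated chloride channel regulator gene Clca4a, Smco4 and 4931406C07Rik. Genes lower in PCN were the fatty acid binding protein gene Fabp2, the peptidase gene Mme (neprilysin), the serum and glucocorticoid-regulated kinase gene Sgk1, the deoxyribonuclease gene Dnase1, Cracr2a and Susd2. In total 9 genes were higher and 6 lower (limma-trend on log2(FPKM + 1), Benjamini-Hochberg adjusted p under 0.05), with adjusted p from 0.0115 for B3galt5 to 0.0484 for Cyp2c66 and Clca4a. In all 15 both PCN libraries lay on the same side of both vehicle libraries, as in 40.2% of all tested genes, where chance gives 33.3%. At an unadjusted p under 0.05 there were 583 genes higher and 456 lower. Nr1i2 itself had 29.6 ± 2.38 FPKM in vehicle and 35.3 ± 1.59 in PCN (adjusted p = 0.539).

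Among the higher genes, Mt2 went from 132 ± 5.48 to 494 ± 61.9 FPKM (log2 fold change 1.90) and Gsta1 from 32.7 ± 5.44 to 162 ± 32.4 (2.27). Defb37 went from 39.0 ± 5.35 to 155 ± 2.45 (1.98), Sprr2a3 from 64.8 ± 5.99 to 197 ± 5.47 (1.59) and Clca4a from 231 ± 1.10 to 385 ± 7.28 (0.73). Smco4 was near 0 in vehicle (0.00197 and 0.000301 FPKM) and at 7.26 and 7.25 in PCN. 4931406C07Rik, which lies near it on chromosome 9, went from 63.0 ± 10.2 to 232 ± 9.09. Cyp2c66 had 0.384 and 1.55e-06 FPKM in vehicle and 19.9 and 11.9 in PCN. Among the lower genes, Fabp2 fell from 48.6 ± 2.57 to 10.9 ± 1.99 FPKM (log2 fold change -2.08) and Dnase1 from 12.3 ± 0.813 to 0.597 ± 0.197 (-3.06). Mme fell from 20.8 ± 0.0498 to 7.32 ± 0.0808 (-1.39), Sgk1 from 57.2 ± 2.53 to 24.3 ± 1.17 (-1.20) and Susd2 from 44.7 ± 3.69 to 18.2 ± 0.394 (-1.25). Cracr2a had 4.72 and 5.84 FPKM in vehicle and was listed at 0 in both PCN libraries. Every transcript of Cyp2c66 and Cracr2a shared a value to every digit with a transcript of another gene in at least 1 library, and these values are uncertain. Cyp2c66, Gsta1, Defb37, Sprr2a3 and Clca4a belong to families with near-identical copies and are uncertain. Calls were lost when single libraries were left out, in fits with 1 residual degree of freedom. The log2 fold change then stayed at 3.11 to 3.13 for B3galt5 and at 3.04 for Smco4. With vehicle near 0, the Smco4 value was set largely by the pseudocount of 1, and was 3.95 at 0.5 and 6.18 at 0.1. Leaving out vehicle replicate 1 gave 8 genes higher and 12 lower (1282 genes at an unadjusted p under 0.05), of which 4 were among the 15 (B3galt5, Defb37, Sprr2a3 and 4931406C07Rik). Without vehicle replicate 2, PCN replicate 1 or PCN replicate 2, limma called 0 genes, with 837, 780 and 762 at an unadjusted p under 0.05. The adjusted p of B3galt5 was then 0.205, 0.473 and 0.460. Smooth muscle transcripts differed between the same groups (median log2 difference -0.82). With a smooth muscle score as a covariate, limma called 0 genes (817 at an unadjusted p under 0.05), although the fold change of B3galt5 was 3.10.

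**Figure D1:**
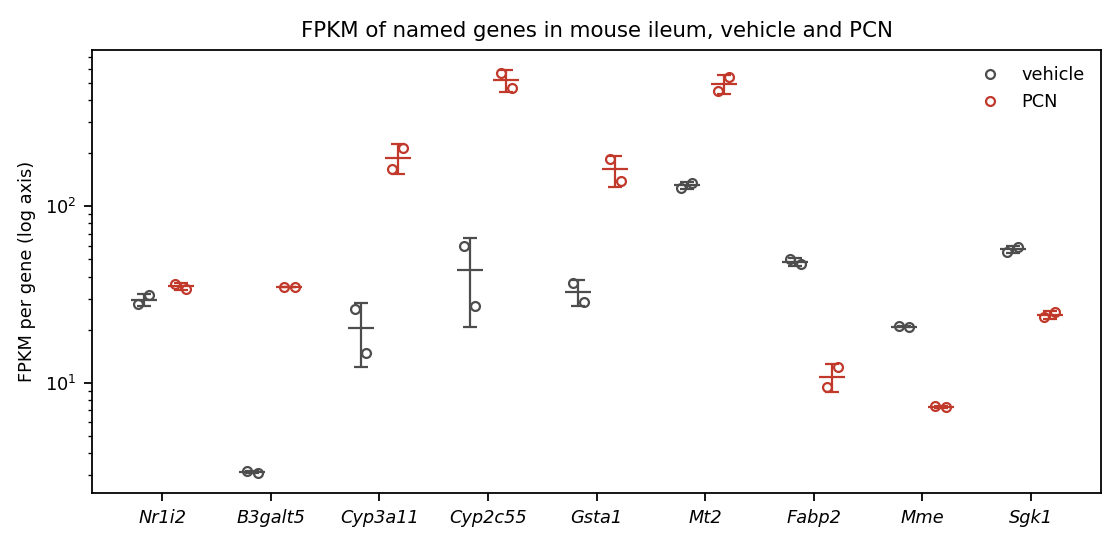
FPKM per gene (log axis) in the vehicle (grey) and PCN (red) libraries for the PXR gene Nr1i2 and 8 other named genes; circles are single libraries, horizontal bars the group means and error bars 1 SD (n = 2 per group). B3galt5 lies at 3.12 FPKM in vehicle and 34.8 in PCN with little spread, while Cyp3a11 and Cyp2c55 differ more between libraries of a group.

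The PXR and phase I list, which holds genes of drug oxidation, was higher in PCN (32 members tested, 21 with a positive and 11 with a negative change, median log2 fold change 0.24). Its camera adjusted p was 0.000479 at a preset correlation (adjusted p = 0.871 with an estimated correlation). Cyp3a11, the classic PXR target, had 20.4 ± 8.04 FPKM in vehicle and 189 ± 36.1 in PCN (log2 fold change 3.19 ± 0.29 SE), and Cyp2c55 had 43.4 ± 22.7 and 518 ± 72.3 (3.64 ± 0.36). Their spread was wider than that of B3galt5 and both missed the threshold over all genes (limma adjusted p = 0.0640 and 0.0650). Only Cyp2c66 passed over all genes, while 11 members were higher and 5 lower adjusted over the list alone. Members named from such counts here and below were chosen after their values were seen. They included the carboxylesterase gene Ces2a (144 ± 50.9 to 709 ± 104 FPKM), Cyp3a25 (43.1 ± 14.1 to 183 ± 1.81) and the heme synthesis gene Alas1 (23.7 ± 2.61 to 47.3 ± 2.72), whereas Cyp2d26 and Cyp4f14 were among the lower ones. The phase II conjugation list was higher too (39 tested, median 0.11, camera adjusted p = 0.000581, adjusted p = 0.871 with an estimated correlation). Besides Gsta1, which passed over all genes, 9 members in total were higher and 0 lower adjusted over the list alone, among them Gsta4, Gstm3 and the bilirubin glucuronosyltransferase gene Ugt1a1 (61.4 ± 10.3 to 161 ± 18.6 FPKM). Of 20 transporter genes, 0 passed over all genes and 1 adjusted over the list alone, the efflux pump gene Abcb1a (172 ± 45.8 to 380 ± 53.0 FPKM). Abcg2 had 113 ± 10.8 and 132 ± 11.9 FPKM, and the transport list as a whole did not pass (camera adjusted p = 0.429). Cytochrome P450, carboxylesterase, glutathione transferase and glucuronosyltransferase genes have close relatives whose reads the estimates could split. The phase I counts were 12, 9, 8 and 9 higher with 3, 1, 3 and 1 lower without vehicle replicate 1, vehicle replicate 2, PCN replicate 1 and PCN replicate 2 in turn. In the same order the phase II count was 8, 4, 1 and 6 higher. The phase I median was 0.14 without PCN replicate 1, and the phase II median 0.06 without vehicle replicate 2 and 0.19 without PCN replicate 1. Only without vehicle replicate 1 did Abcb1a pass, and then Cyp2c55 passed over all genes (log2 fold change 4.19, adjusted p = 0.0223). With the smooth muscle score as a covariate the camera adjusted p was 0.00402 for phase I (median 0.17) and 0.0806 for phase II (median 0.14). The log2 fold changes of Cyp3a11 and Cyp2c55 were then 2.54 and 2.56.

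B3galt5 (ENSMUSG00000074892.9) lies on the plus strand of chromosome 16 at 96235801 to 96319859 (mm10). Of its 4 deposited transcripts, the one matched to ENSMUST00000099497.3, which has 3 exons and starts at 96280798, had 3.15 and 2.37 FPKM in vehicle and 28.2 and 30.3 in PCN. This was 81.1% and 87.1% of the gene's FPKM in the PCN libraries. The other transcripts were matched to ENSMUST00000113800.8, which has 4 exons and starts at 96235801. Both reference transcripts carry the coding part, 96315169 to 96316092, in their last exon, so they differ in their 5' untranslated exons. B3galt5 ranked 4 of 11103 tested genes by log2 fold change, after Cyp2c66, Cyp2c55 and Cyp3a11, and 1 by p among the 5617 genes with a positive change. Its order against Cyp3a11 depended on the pseudocount, with log2 fold changes of 3.28 for B3galt5 and 3.22 for Cyp3a11 at 0.5, and a ratio of mean FPKM of 11.1 and 9.26. The adjusted p of B3galt5 was 0.205 without vehicle replicate 2, 0.473 without PCN replicate 1 and 0.460 without PCN replicate 2, in fits with 1 residual degree of freedom, where its log2 fold change stayed at 3.11 to 3.12. With transcripts tested instead of gene sums the adjusted p was 0.0806 (log2 fold change 3.02). Nr1i2 lies on chromosome 16 at 38248323 to 38294824, Cyp3a11 on chromosome 5 at 145854426 to 145879964 and Cyp2c55 on chromosome 19 at 39007019 to 39042693. Smco4 (15493432 to 15545260) and 4931406C07Rik (15283337 to 15306448) are both on chromosome 9.

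**Figure D2:**
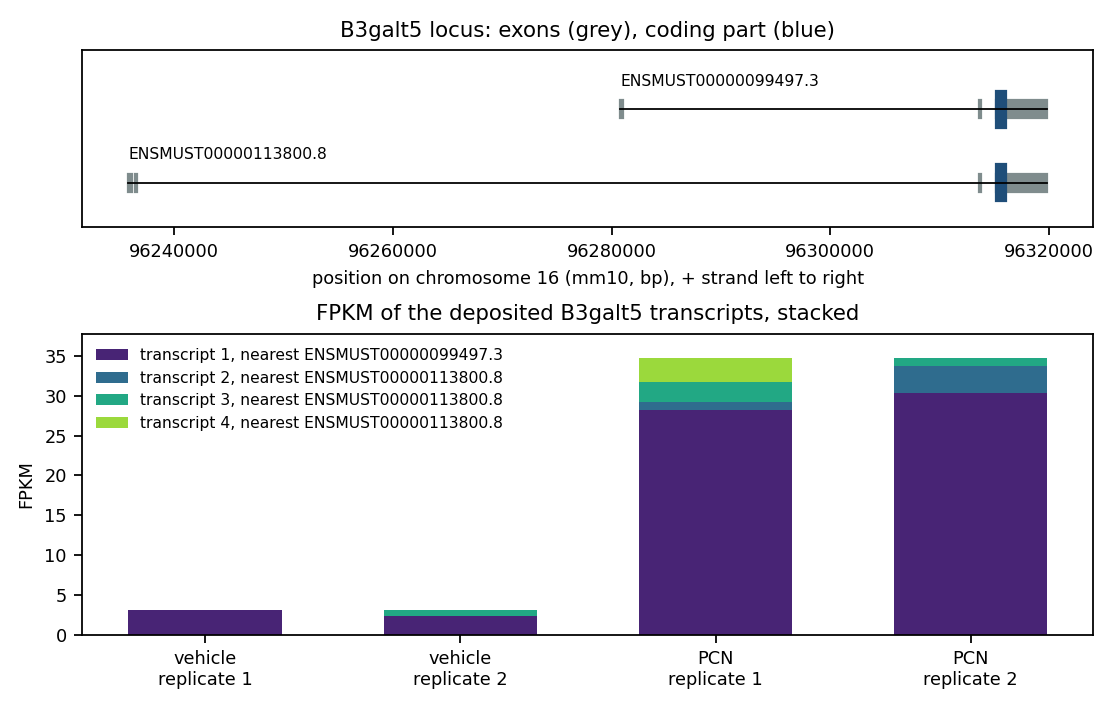
Top, exons (grey) and coding part (blue) of the 2 reference transcripts nearest to the deposited B3galt5 transcripts, against position on chromosome 16 (mm10, bp). Bottom, FPKM of the 4 deposited B3galt5 transcripts stacked per library, where the transcript nearest to ENSMUST00000099497.3 reaches 28.2 and 30.3 FPKM in PCN replicates 1 and 2.

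The beta-1,3-galactosyltransferase list also holds related enzymes that transfer other sugars, such as the B3gnt and B3galnt genes. Of its 12 tested genes, B3galt5 alone passed over all genes. Adjusted over the list alone 2 were higher, the second being B3gnt7 (9.19 ± 1.11 to 19.1 ± 0.232 FPKM). The list was called higher (median 0.11, camera adjusted p = 0.0253, adjusted p = 0.871 with an estimated correlation). It holds B3galt5, which the study chose on these samples, so its call is not independent evidence. Genes of mucin-type O-glycosylation, which build the sugar chains of mucus, showed 0 of 32 past the threshold over all genes and 0 adjusted over the list alone. These 32 did not include B3galt5 or B3gnt6, which were counted in the galactosyltransferase list. B3gnt6 went from 1.52 ± 1.04 to 4.47 ± 1.17 FPKM (log2 fold change 1.16). It missed both thresholds (limma adjusted p = 0.404 over all genes and 0.0858 over the list alone). St3gal4 had 560 ± 30.7 and 508 ± 50.2 FPKM and B4galnt2 216 ± 16.6 and 280 ± 19.4 in vehicle and PCN. The same counts of 0 were found for 23 goblet cell and mucus genes (Zg16, 5506 ± 107 and 5689 ± 66.2, and Tff3, 3659 ± 103 and 3699 ± 145) and for 33 epithelial junction genes (Epcam, 1009 ± 36.5 and 903 ± 66.5, and Cldn7, 780 ± 17.2 and 796 ± 32.9). These lists were not called as sets by camera (adjusted p = 0.555, 0.185 and 0.360). For changes in either direction, fry called the O-glycosylation list (adjusted p = 0.00614), 1 of the 21 lists it so called. The goblet cell and junction lists were not among them (fry adjusted p = 0.448 and 0.125). With the smooth muscle score as a covariate, 1 O-glycosylation gene was higher adjusted over the list alone. The galactosyltransferase list, left without vehicle replicate 1 or PCN replicate 2, missed the threshold (adjusted p = 0.0652 and 0.0642), as it did with the smooth muscle score as a covariate (0.0625, median -0.0045). Its median was 0.06 without vehicle replicate 2, and its count adjusted over the list alone was 1 without PCN replicate 2. Adjusted over the list alone, 1 junction gene was higher and 1 lower without vehicle replicate 1. Without PCN replicate 2 the goblet cell list was called higher (adjusted p = 0.00683), and without PCN replicate 1 its median was -0.02.

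Among absorptive functions, enterocyte brush border genes were lower in PCN (30 tested, 22 with a negative change, median -0.14, camera adjusted p = 0.000366, adjusted p = 0.871 with an estimated correlation). Mme passed over all genes, and adjusted over the list alone 8 members were lower and 1 higher. The lower ones included the amino acid transporter gene Slc6a19 (141 ± 5.46 to 84.5 ± 0.0380 FPKM) and the peptidase gene Xpnpep2 (106 ± 1.93 to 63.6 ± 4.35). Also lower were the disaccharidase genes Treh, Mgam and Sis, and the higher one was Eps8. With the smooth muscle score as a covariate 4 were lower and 0 higher, and the list stayed called (camera adjusted p = 0.00402). The list was not called without PCN replicate 2 (adjusted p = 0.0620, median -0.06), and its median was -0.21 without PCN replicate 1. Its counts without vehicle replicate 1, vehicle replicate 2, PCN replicate 1 and PCN replicate 2 were 4, 3, 7 and 3 lower, with 0 higher each time. Lipid absorption genes went both ways (35 tested, camera adjusted p = 0.184). Fabp2 passed over all genes, and adjusted over the list alone 6 were higher, among them the sterol exporters Abcg5, Abcg8 and Abca1 and Fabp1 (11.8 ± 0.364 to 23.2 ± 3.14 FPKM). Lower by the same adjustment were 5, among them Apoc2 (24.5 ± 0.0255 to 12.4 ± 0.0808) and the triglyceride synthesis genes Dgat1 and Mogat2. With the smooth muscle score as a covariate the lipid absorption counts were 0 higher and 1 lower. Without vehicle replicate 2 these counts were 4 and 3, without PCN replicate 1 0 and 3, and without PCN replicate 2 4 and 6, where the list was called lower (adjusted p = 0.0417). Of 13 genes of ileal bile acid handling, 0 passed over all genes and 3 were lower adjusted over the list alone: the bile acid binding protein gene Fabp6 (7408 ± 921 to 3940.2 ± 408 FPKM), the transporter subunit gene Slc51a (457 ± 46.1 to 315 ± 28.3) and the hormone gene Fgf15 (50.7 ± 30.5 to 12.7 ± 1.98). That count was 0 without vehicle replicate 1, 1 without PCN replicate 1 and 0 without PCN replicate 2, and the list was not called (camera adjusted p = 0.369) except as lower with the smooth muscle score as a covariate (0.0225).

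Vitamin D and calcium uptake genes were called higher (6 tested, median 0.13, camera adjusted p = 0.0389, adjusted p = 0.871 with an estimated correlation). Of them 0 passed over all genes and 2 adjusted over the list alone, the calcium-binding protein gene S100g (48.6 ± 16.6 to 296 ± 72.9 FPKM) and the calcium pump gene Atp2b1 (57.9 ± 6.66 to 108 ± 7.31). Slc34a2, the other of its most abundant members, had 129 ± 12.2 and 115 ± 5.55. The median was 0.27 without vehicle replicate 1. The call ended without vehicle replicate 2 (adjusted p = 0.171, median 0.08), without PCN replicate 2 (0.0620) and with the smooth muscle score as a covariate (0.192, median 0.05). Fatty acid oxidation and PPAR target genes were called higher (23 tested, median 0.17, camera adjusted p = 0.00277, adjusted p = 0.871 with an estimated correlation) with 0 genes past either threshold. The abundant members Hadh and Ucp2 had 222 ± 17.7 and 190 ± 3.39 FPKM in vehicle and 196 ± 12.8 and 211 ± 13.0 in PCN. That call ended without PCN replicate 1 (0.196, median 0.09) and with the covariate (0.0936, median 0.09). Of 29 sphingolipid synthesis genes 0 passed over all genes and 3 were higher adjusted over the list alone, all parts of serine palmitoyltransferase, namely Sptssb (0.783 ± 0.237 to 7.75 ± 1.12 FPKM), Sptssa (99.9 and 85.7 in vehicle, 139.9 and 124.9 in PCN) and Sptlc2. Sptssb is also a heat map gene, chosen by the study on these samples, so its place in this count is not independent evidence. The list was not called (camera adjusted p = 0.918), and with the smooth muscle score as a covariate 0 were higher adjusted over the list alone. The abundant member Degs2 had 105 ± 4.19 and 113 ± 0.857. Its count was 1 without vehicle replicate 1, vehicle replicate 2 or PCN replicate 2 and 0 without PCN replicate 1. For 24 cholesterol synthesis genes both counts were 0 (Hmgcs1, 141 ± 9.08 and 138 ± 20.3 FPKM, and Msmo1, 107 ± 7.62 and 110 ± 12.7). This list was not called with all libraries (camera adjusted p = 0.154). It was called lower without vehicle replicate 2 (adjusted p = 0.000668), without PCN replicate 1 (0.00341) and with the smooth muscle score as a covariate (3.23e-06). Its median turned from -0.08 to 0.04 without vehicle replicate 1 and 0.03 without PCN replicate 2.

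Genes that mark parts of the gut showed mixed changes. Of 15 proximal small intestine genes 0 passed over all genes, and adjusted over the list alone 3 were higher (Gstm3, Fabp1 and the iron exporter gene Slc40a1) and 5 lower, among them the retinol binding protein gene Rbp2 (258 ± 3.75 to 171 ± 5.73 FPKM). Ckmt1 had 328 ± 14.1 and 295 ± 16.4. Of 19 distal small intestine genes 0 passed over all genes, and adjusted over the list alone 2 were higher (Dmbt1 and Pyy) and 4 lower (Fabp6, Slc6a20a, Fgf15 and Ms4a10). Lgals2 had 1362 ± 115 and 1373 ± 75.1 FPKM. Of 13 colon genes 0 passed over all genes, 3 were higher (Car1, 19.6 ± 3.75 to 83.3 ± 31.9, Car4 and Ceacam20) and 1 lower (Pla2g4c) adjusted over the list alone, with Krt20 at 864 ± 32.0 and 848 ± 9.01. The camera adjusted p was 0.0505, 0.324 and 0.304. With the smooth muscle score as a covariate, 1 proximal gene was higher and 0 lower adjusted over the list alone. By the same fit 0 distal genes were higher and 3 lower, and 1 colon gene was higher and 0 lower. The proximal counts were 2, 2, 2 and 3 higher with 5, 3, 2 and 5 lower without vehicle replicate 1, vehicle replicate 2, PCN replicate 1 and PCN replicate 2 in turn. In the same order the distal counts were 2, 2, 1 and 1 higher with 5, 3, 2 and 2 lower, and the colon counts 2, 2, 1 and 3 higher with 0, 0, 0 and 1 lower. The proximal list was called lower without PCN replicate 2 (adjusted p = 0.00753) and the distal list without PCN replicate 1 (0.0498). The distal median turned from -0.01 to 0.09 without vehicle replicate 1 and 0.07 without PCN replicate 2.

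Genes of the unfolded protein response were higher in PCN (25 tested, 20 with a positive change, median 0.24, camera adjusted p = 3.35e-06, adjusted p = 0.871 with an estimated correlation). None of them passed over all genes (limma, 0 of 25), and adjusted over the list alone 2 did, the transcription factor gene Xbp1 (96.1 ± 2.47 to 145 ± 1.03 FPKM) and the asparagine synthetase gene Asns (16.9 ± 2.29 to 27.6 ± 0.133). The chaperone genes Calr and Hspa5 had 358 ± 23.5 and 295 ± 47.4 FPKM in vehicle and 408 ± 32.6 and 358 ± 13.8 in PCN. NF-kB and cytokine genes were higher as a list (29 tested, median 0.28, camera adjusted p = 0.000984, adjusted p = 0.871 with an estimated correlation), but not without vehicle replicate 1 (0.619, median 0.08). Of these 0 passed over all genes and 3 adjusted over the list alone, the epithelial cytokine genes Il18 (9.60 ± 1.96 to 20.1 ± 0.0921 FPKM) and Ccl20 (4.14 ± 1.57 to 16.3 ± 4.46) and the inhibitor gene Nfkbia. Saa1 had 444 ± 183 and 475 ± 58.6 FPKM and Ccl25 362 ± 45.1 and 337 ± 26.6. For the unfolded protein response the counts were 11 higher and 1 lower without vehicle replicate 1 and 0 without each other library. For NF-kB they were 2, 6, 0 and 0 higher without vehicle replicate 1, vehicle replicate 2, PCN replicate 1 and PCN replicate 2. With the smooth muscle score as a covariate both lists stayed called (0.00895 and 8.18e-11), with medians of 0.10 for the unfolded protein response and 0.62 for NF-kB. The unfolded protein response median was 0.15 without vehicle replicate 2.

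Of 20 glucocorticoid response genes, Mt2 and Sgk1 passed over all genes in opposite directions, and adjusted over the list alone 4 were higher, among them Mt1 (349 ± 29.4 to 767 ± 88.6 FPKM), and 3 lower (camera adjusted p = 0.689). Of 26 NRF2 and oxidative stress genes 0 passed over all genes and 1 adjusted over the list alone, the ferritin gene Fth1 (1873 ± 84.9 to 3052 ± 33.9 FPKM), while Txn1 had 677 ± 38.1 and 674 ± 53.6 (camera adjusted p = 0.421). Fth1 did not pass without vehicle replicate 1. The glucocorticoid counts were 4, 4, 3 and 2 higher with 1, 1, 3 and 1 lower without vehicle replicate 1, vehicle replicate 2, PCN replicate 1 and PCN replicate 2. Circadian clock genes had counts of 0 over all genes and over the list alone (15 tested, camera adjusted p = 0.121). Bhlhe40 had 33.0 ± 1.13 and 34.7 ± 1.51 FPKM and Nr1d1 31.2 ± 0.519 and 34.6 ± 1.02, and the list was called higher without PCN replicate 2 (0.0354).

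Genes of Paneth cells, the secretory cells at the base of the crypts, and other antimicrobial genes formed a list with mixed changes (28 tested, camera adjusted p = 0.975). Defb37 passed over all genes, and adjusted over the list alone 5 members were higher, among them the lectin genes Reg3b (21429 ± 1314 to 29083 ± 2073 FPKM) and Reg3g (9093 ± 919.9 to 13108 ± 995), and 2 lower (Defa-rs7 and Mptx2). These counts were 2, 1, 1 and 1 higher with 3, 0, 1 and 0 lower without vehicle replicate 1, vehicle replicate 2, PCN replicate 1 and PCN replicate 2, and without vehicle replicate 1 the list was called lower (adjusted p = 0.0195). With the smooth muscle score as a covariate it was called higher (0.00386). A locus of alpha-defensin genes on chromosome 8 (21378447 to 21735472) was listed at 0 in vehicle replicate 1 and both PCN libraries and made up 12.8% of the FPKM of vehicle replicate 2. Values of these near-identical genes are uncertain. Of the Paneth list 3 members lie at this locus. With the genes of the locus left out the list was not called, with all libraries (0.599) or without vehicle replicate 1 (0.561), and was called higher with the covariate (0.0396). Of 16 macrophage, dendritic and mast cell genes 0 passed over all genes, and 2 were lower adjusted over the list alone. These were the mucosal mast cell protease genes Mcpt1 (38.4 ± 4.80 to 4.29 ± 2.11 FPKM, log2 fold change -2.95, limma adjusted p = 0.0650 over all genes) and Mcpt2 (18.1 ± 0.321 to 2.33 ± 1.10). Lyz2 had 137 ± 22.1 and 112 ± 17.9 and C1qa 56.9 ± 7.67 and 63.8 ± 3.34, and the list was not called (camera adjusted p = 0.918). The count of 2 held without each library in turn. Of 18 T cell and intraepithelial lymphocyte genes 1 was higher adjusted over the list alone, the granzyme gene Gzma (95.8 ± 2.80 to 138 ± 11.1 FPKM). Of 17 B cell and plasma cell genes 3 were (Jchain, 584 ± 16.2 to 782 ± 24.0, Xbp1 and Mzb1), with 0 over all genes in both lists (camera adjusted p = 0.0505 and 0.421). Ccl5 had 84.8 ± 2.56 and 107 ± 17.5 FPKM. Gzma did not pass without any 1 of the libraries, and the plasma cell count was 1, 0, 2 and 0 in the same order of libraries as above. Without vehicle replicate 2 both lists were called higher (0.00154 and 0.0477), and the T cell list also without PCN replicate 2 (0.0185). Both were called higher with the covariate (0.00179 and 0.00165). Without vehicle replicate 1 their medians were -0.02 and -0.07. Of 37 interferon response genes 1 was lower adjusted over the list alone, Ifi27l2b (199 ± 6.90 to 122 ± 6.82 FPKM), with 0 over all genes and 0 over the list alone without any 1 of the libraries. Irf1 had 91.5 ± 7.19 and 99.7 ± 5.92 (camera adjusted p = 0.304, and called lower without PCN replicate 1 at 0.00483, with a median of 0.02 without PCN replicate 2). The 11 MHC class II genes had counts of 0 (Cd74, 673 ± 12.5 and 630 ± 42.0 FPKM, and H2-Ab1, 281 ± 2.94 and 263 ± 2.58, camera adjusted p = 0.184, and called lower without PCN replicate 2 at 0.0168, with a median of 0.01 without PCN replicate 1).

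Transcripts of other cell types in the gut wall also moved with the groups. Smooth muscle genes were lower in PCN (21 of 22 with a negative change, median -0.82, camera adjusted p = 3.30e-10, adjusted p = 0.871 with an estimated correlation), as were mesenteric fat genes (9 of 9, median -0.73, camera adjusted p = 0.000325, adjusted p = 0.871 with an estimated correlation) and genes of interstitial cells and fibroblasts (12 of 16, median -0.20, camera adjusted p = 0.0202, adjusted p = 0.871 with an estimated correlation). In each of these lists 0 genes passed over all genes. Adjusted over the list alone the intermediate filament gene Synm (6.08 ± 1.17 to 1.03 ± 0.0640 FPKM), the fat gene Aqp7 (4.62 ± 0.502 to 1.85 ± 0.0778) and the collagen genes Col1a1 (18.1 ± 3.52 to 7.70 ± 0.281) and Col3a1 were lower. The abundant muscle genes Tpm1 and Acta2 had 269 ± 37.8 and 123 ± 44.2 FPKM in vehicle and 208 ± 0.971 and 67.2 ± 11.1 in PCN. Fabp4 and Pnpla2 of fat had 54.5 ± 34.0 and 29.8 ± 3.77 in vehicle and 31.1 ± 7.47 and 21.9 ± 1.82 in PCN. Sparc and Dcn had 98.4 ± 9.35 and 81.8 ± 11.6 in vehicle and 81.1 ± 2.74 and 79.2 ± 0.0616 in PCN. The muscle median relative to all libraries was -0.02 and 0.81 in vehicle replicates 1 and 2 and -0.54 and -0.32 in PCN replicates 1 and 2, and that of fat -0.16, 1.00, -0.57 and -0.12. Without vehicle replicate 2 the muscle list was still called (adjusted p = 1.06e-05, median -0.42) but fat and fibroblast were not (0.116 and 0.228, medians -0.20 and -0.06), and fibroblast was not without PCN replicate 1 (0.0766, median -0.12). The muscle and fat medians were both -1.33 without vehicle replicate 1. Counts lower adjusted over the list alone without vehicle replicate 1 were 19 for muscle, 8 for fat and 0 for fibroblast. They were 1, 0 and 1 without vehicle replicate 2, and 0 for all without either PCN library. Counts were 0 over all genes and over the list alone for 33 stem cell and proliferation genes (Tubb5, 94.6 ± 4.51 and 94.5 ± 9.41 FPKM, and Stmn1, 88.7 ± 10.9 and 72.9 ± 5.64). The same held for 18 enteroendocrine genes (Sct, 90.3 ± 20.9 and 64.8 ± 2.41, and Pyy, 57.9 ± 7.01 and 82.0 ± 0.728) and 9 tuft cell genes (Ptgs1, 6.82 ± 1.32 and 8.92 ± 0.372, and Rgs13, 5.90 ± 0.426 and 5.62 ± 0.482). It also held for 7 neuron and glia genes (Vip, 12.9 ± 0.399 and 11.1 ± 3.78, and Uchl1, 4.36 ± 0.809 and 4.52 ± 1.48) and 15 endothelial genes (Ccl21a, 47.7 ± 5.09 and 64.9 ± 15.4, and Plvap, 37.2 ± 2.74 and 39.6 ± 1.08). The camera adjusted p of these 5 lists was 0.185, 0.369, 0.918, 0.915 and 0.259. Adjusted over the list alone without vehicle replicate 1, 1 enteroendocrine gene was higher and 3 lower and 1 neuron gene lower, and without vehicle replicate 2, 1 neuron gene was higher. Without vehicle replicate 2 the stem cell list was called lower (0.000255) and the endothelial list higher (0.0423), and so they were with the smooth muscle score as a covariate (1.56e-05 and 0.0131). With that covariate the fat and fibroblast lists were not called (0.118 and 0.799, medians 0.38 and 0.02). The stem cell median turned from -0.11 to 0.06 without vehicle replicate 1.

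**Figure D3:**
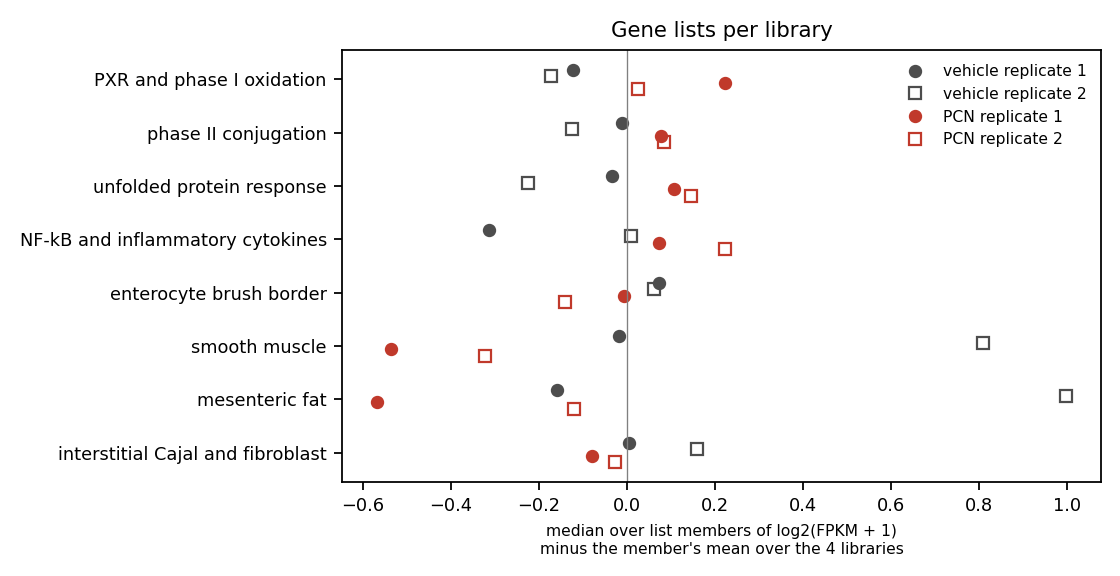
Each point is 1 library, placed at the median over a list's tested members of log2(FPKM + 1) minus the member's mean over the 4 libraries (horizontal axis), for 8 gene lists (vertical axis), with vehicle in grey and PCN in red (circles replicate 1, squares replicate 2). Smooth muscle and mesenteric fat are highest in vehicle replicate 2, at 0.81 and 1.00, and both PCN libraries are below both vehicle libraries for smooth muscle.

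Markers of neighbouring tissue and of RNA handling gave 0 genes over all genes and over the list alone. The liver list held 5 tested genes (Hp, 26.7 ± 24.5 and 14.4 ± 12.2 FPKM, and Serpina1b, 18.9 ± 0.505 and 19.1 ± 0.679, camera adjusted p = 0.491). The immediate early and heat shock list held 22 (Hspa8, 335 ± 18.2 and 357 ± 7.27, and Jund, 161 ± 6.41 and 161 ± 16.2, camera adjusted p = 0.620). The ribosomal protein list held 73 (Rps29, 2014 ± 65.6 and 2006 ± 157, and Rplp1, 1915 ± 77.4 and 1792 ± 56.6, camera adjusted p = 0.554). The ribosomal list was called lower without PCN replicate 1 (0.0295) and higher without PCN replicate 2 (8.61e-05). Too few members were tested for a set test of pancreatic acinar genes (Clps, 222 ± 5.31 and 197 ± 18.1, and Cela1, 1.07 ± 0.144 and 1.23 ± 0.0814), red blood cell genes (Hbb-bs, 49.3 ± 16.3 and 52.4 ± 19.5, and Hba-a1, 15.5 ± 6.14 and 16.7 ± 5.85) and mitochondrially encoded genes (mt-Nd5, 166 ± 6.60 and 168 ± 4.06). In the uncalled lists of Paneth, sphingolipid, glucocorticoid, B cell, macrophage and tuft cell genes the median, the mean and the direction of the test differed in sign.

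The 34 genes of the study's heat map were chosen on these samples. Neither their direction nor a count adjusted over this list alone is therefore independent evidence. All were tested as gene sums. B3galt5 was the only gene among them past the threshold over all genes, 11 were higher and 0 lower adjusted over the list alone, and 10 had a log2 fold change of at least 1. The 11 were B3galt5, Cyp3a11, Cyp2c55, Sptssb, S100g, Gstm3, Defb39, Pfkfb4, Sos2, Dnajc4 and Vwa8. The most raised transcripts of Sos2, Dnajc4 and Vwa8 shared values to every digit with transcripts of other genes, in 2, 3 and 3 libraries. They were also listed at 0 in vehicle replicate 2, so few reads may lie behind these values. Over all genes the limma adjusted p of Sos2, Dnajc4, Pfkfb4, Vwa8 and Defb39 ranged from 0.194 to 0.304. For 21 genes the log2 fold change of the gene sum lay within 0.5 of 0, and for 20 of these a single transcript was higher by at least 1. Without PCN replicate 1 or PCN replicate 2 the count adjusted over the list alone was 6.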

Values the study reported

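The study treated mice with PCN at 40 mg/kg, given every 8 hours, and its heat map of intestinal genes rested on n = 2 per group. It reported B3galt5 as the second highest upregulated gene and named Cyp2c55 and Cyp3a11 among the genes that went up. In a luciferase assay, PCN activation of PXR was reported to raise the activity of the B3galt5 promoter 2.4-fold. Beyond the sequencing, the study reported higher B3galt5 mRNA by qPCR and higher protein after PCN or another PXR activator, tributyl citrate. Neither rose in PXR knockout mice. Its binding assays placed PXR at the B3galt5 promoter, and by qPCR other galactosyltransferases were reported to change little.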

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

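The alternatives with other scalings, a robust variance model, genes with a 0 left out, genes of the alpha-defensin locus left out and a smooth muscle covariate were chosen after seeing the data, and the others before. DESeq2 size factors, library totals, the DESeq2 Wald test, limma-voom and a robust quasi-likelihood fit need counts and were not run. The depth of the libraries was not known in reads, which limits all values near 0. The 9 higher and 6 lower genes became 34 and 22 with a minimum mean of 5 FPKM (13 of the 15 shared), 1 and 0 when transcripts were tested as deposited, 5 higher with a pseudocount of 0.1 (the cause was not tested in these settings), and 0 and 0 with the smooth muscle score as a covariate (limma, 817 genes at an unadjusted p under 0.05), which leaves 1 degree of freedom fewer. Leaving out single libraries gave 0 to 8 higher and 0 to 12 lower genes with fewer samples, where the lone library of a group was assumed to vary like the others. With the replicate number as a block they were 39 and 21. Both counts stayed within 1.5 times without a filter, with a pseudocount of 0.5, a fold-change minimum, a robust variance model or genes with a 0 or of the alpha-defensin locus left out, and were 10 and 7 with either scaling.

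B3galt5 kept its direction throughout (log2 fold change 3.02 to 3.44). It missed the threshold with transcripts tested as deposited (3.02, adjusted p = 0.0806), with the covariate (3.10, 0.129) and without vehicle replicate 2, PCN replicate 1 or PCN replicate 2 (3.11 to 3.12, 0.205 to 0.473), against 0.0223 without vehicle replicate 1 (3.13). Cyp3a11 passed with a mean of at least 5 FPKM (3.19, adjusted p = 0.0193) and with genes at 0 left out (3.19, 0.0481), over a range of 0.0193 to 0.531, and was 2.80 to 3.58 without single libraries. Cyp2c55 passed with a mean of at least 5 FPKM (3.64, 0.0247) and without vehicle replicate 1 (4.19, 0.0223), over a range of 0.00710 to 0.533, and was 3.10 to 4.19 without single libraries. The cause was not tested for the filtered settings. With the covariate the fold changes of Cyp3a11 and Cyp2c55 were 2.54 and 2.56 (adjusted p = 0.278 and 0.0591). With an estimated correlation 0 gene lists were called, and 10 to 15 under all others. Of the alternative values of the other named genes, 158 kept their side of the threshold, 94 missed it and 0 reversed.

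Same-numbered libraries shared only a number (correlation of their deviations 0.0341). The genes called with the replicate number as a block included all 15 and also Cyp3a11 (3.19, adjusted p = 0.0246) and Cyp2c55 (3.64, 0.00710), and 13 lists were called with the block.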

Other observations

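The tests on smooth muscle and on alpha-defensins and that on few reads were chosen only after the result was seen, and the other tests on heat map genes before. Genes outside the fixed lists, named here after their values were seen, did not pass the threshold of 0.05 but were among the 62 genes at an adjusted p under 0.1. Ceacam1, a cell adhesion molecule of the epithelial surface, had 629 ± 41.5 FPKM in vehicle and 1104 ± 6.88 in PCN (SD, n = 2 per group, log2 fold change 0.81, limma adjusted p = 0.0640), Duoxa2, the maturation factor of the dual oxidase, 44.7 ± 0.496 and 83.5 ± 8.68, the chloride channel regulator Clca4b 606 ± 16.5 and 868 ± 14.3, and the carboxypeptidase Cpm 8.02 ± 0.467 and 20.2 ± 1.05. Cyb5a, cytochrome b5, an electron donor to cytochrome P450 enzymes, had 151 ± 9.07 and 270 ± 20.6. Lower values were seen for the retinol dehydrogenase Rdh9 (23.5 ± 0.913 and 9.46 ± 1.21), the proline catabolism enzyme Aldh4a1 (13.5 ± 0.161 and 5.40 ± 0.168), the mitochondrial carrier Slc25a48 (33.3 ± 5.02 and 13.8 ± 1.22) and the linker histone Hist1h1c (47.1 ± 0.343 and 26.8 ± 0.792). In each of these genes both PCN libraries lay on the same side of both vehicle libraries.

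B3galt5 ranked 4 among 11103 genes by log2 fold change of gene sums here, its most raised transcript 11 among 21160 transcripts by ratio of means (FPKM + 1), and the gene 1 by p among the 5617 genes with a positive change. By plain ratio of mean FPKM, a measure chosen after the values were seen, it ranked 2 among the 34 heat map genes. Only the ranks by fold over all genes or transcripts are further down than the rank quoted from the study above. How the study ranked genes was not given in the sources used here, and its supplementary methods name colon while the labels of these libraries name ileum. The study also shows a volcano plot of colon genes, so those methods may describe other libraries.

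Smooth muscle transcripts were lower in PCN than in vehicle. The vehicle libraries, which had the same treatment, differed from each other over the 22 genes by a median of 0.90 (21 of 22 higher in vehicle replicate 2), as large as the difference between the groups (-0.82), in line with a different share of muscle wall between the pieces of tissue, a hypothesis. Against vehicle replicate 2 as the only source, the PCN mean still lay below vehicle replicate 1 (median log2 difference -0.42, quartiles -0.58 to -0.14). This rests on 1 vehicle library, which lay above both PCN libraries in 16 of 22 genes, so that source was not excluded. With all libraries the list was called at the preset correlation but not at an estimated one (camera adjusted p = 3.30e-10 and 0.871). A response of muscle to PCN stays open too, since both PCN libraries lay below both vehicle libraries in 16 of 22 genes, but 2 libraries per group cannot separate it from sampling of the tissue.

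Of the 34 heat map genes, 21 were nearly flat as gene sums while in 20 of these a single transcript was higher in PCN by at least 1 on the log2 scale, and for 11 of the 21 the other transcripts lost at least 0.5 of what that transcript gained. Other groupings of the 4 libraries gave up to 150 transcripts with a 4-fold higher mean (FPKM + 1), against 110 for PCN over vehicle, in line with large folds upward arising from noisy transcripts, whereas 179 were 4-fold lower in PCN, more than in either direction of the other groupings (118 and 136, and 150 and 88). A shift of FPKM between transcripts in the estimate and a change of transcript choice under PCN (the share of the raised transcript overlapped between the groups in 4 of 21 genes) cannot be told apart from this, since the genes were picked on these samples and for a flat sum. Few reads may also contribute, with 8 of the 21 raised transcripts sharing a value to every digit with a transcript of another gene, against 3.63 expected from the share of all transcripts at the same mean (32.7% below 2 FPKM and 14.9% at 2 to 5).

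Alpha-defensin genes of a chromosome 8 locus (13 genes, 14 transcripts) summed to 70548 FPKM in vehicle replicate 2 alone. In the other 3 libraries 0 values there were above 0, a candidate explanation being that the estimate for the locus failed and was given as 0. More Paneth cells in vehicle replicate 2 are argued against by 25 genes of the Paneth cell and antimicrobial list at other loci. They differed between that library and the others by a median of 0.0895 (log2, quartiles -0.08 to 0.31). The locus took part of the FPKM total of that library only, and no other biological explanation was tested.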
